A study of Rattus norvegicus with 10 samples.

How the data were processed

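RNA-seq libraries from the right cerebral cortex of 10 Sprague Dawley rat fetuses at embryonic day 21 were analysed. Per the labels, total RNA was selected with oligo-dT, which captures polyadenylated transcripts, and the dams had received oxytocin or saline. The submitters' design text gives an intravenous dose of 100 mcg per kg, tissue collection 24 h later and 5 pups from 5 separate dams in each group. The descriptions of the 10 libraries name the same sequencing run, so no batch could be separated. Fetal sex is not among the labels used here.

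Each deposited file covers 1 library and lists 26404 Ensembl rat gene identifiers with their exon coordinates, strand, summed exon length, and 3 values. The count column holds whole-number read counts per gene as deposited by the authors, with no normalization. The deposited CPM column equals the count divided by the library's summed count, scaled to the same total in each library. The deposited RPKM column equals that CPM per kilobase of listed length. These relations were tested on every feature, and the largest deviation was 4.18e-11 for CPM and 7.09e-11 for RPKM. The aligner, the counting program, their versions, the handling of strand and the genome build are not stated in the labels or the file headers. The files list 20 autosomes, chromosome X, the mitochondrial chromosome (MT) and 92 features on unplaced scaffolds, with 0 features on chromosome Y. Coordinates are given as the files give them.

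The files pair no identifier with a gene name, and the gene table at hand pairs none of the identifiers with a symbol. Genes of the mitochondrial chromosome were therefore named from the fixed order of the 37 genes of mammalian mitochondrial DNA. The 37 MT features were sorted by position, and the strand listed in the files matched the strand of the gene in that order for 37 of 37. Features in the 22 tRNA positions were at most 75 bases long. Other genes are given by identifier. For the same reason, of 4 gene sets planned, only 1 could be tested, namely the 13 mitochondrially encoded protein genes. The sets for nuclear oxidative phosphorylation, hypoxia response and antioxidant genes, the oxytocin and oxytocin receptor genes, and a covariate from sex-linked genes were not analysed here.

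Counts were filtered with edgeR's filterByExpr, which left 14400 features, and scaled with TMM factors (from 0.983 to 1.02). The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, glmQLFit with default settings) of oxytocin against saline over all 10 libraries without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. Per-library levels are log2 CPM with TMM factors and a prior count of 2. Differences of single values between groups were tested with exact two-sided permutation tests over all assignments of the labels, whose smallest possible p is 0.0079 for 5 against 5. The 5 planned permutation tests were adjusted together by the Benjamini-Hochberg method, in place of an adjustment over 4 gene sets. The share of variance explained by treatment was the between-group sum of squares of log2 CPM over the total, compared with its value under every split of the 10 libraries.

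The genes named were fixed before the data were examined. They are mt-nd2, any other gene past the threshold, the 3 genes with the smallest unadjusted p in each direction, and the other mitochondrial protein genes with the largest and the smallest change. The 3 genes that fell are printed by identifier, because identifiers could not be paired with names. The tests were tried on simulated data drawn from the real means, library sizes and dispersions of the 14400 features, with 200 genes changed. At a 2-fold change the main test recovered 85.0% of them with 6.08% false calls, and at a 1.3-fold change it recovered 49.5% with 3.88% false calls. Each rate comes from a single simulated dataset whose genes vary independently of each other, so recovery on the real libraries may differ.

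The alternatives were DESeq2 1.42.0, limma 3.58.1 with voomWithQualityWeights, other scalings and filters, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. Alternatives chosen after the data were seen were plain limma voom, edgeR's exact and likelihood ratio tests, the other glmQLFit mode, DESeq2 without independent filtering, counts thinned to the smallest library total of 18555172, and a share of counts without the 10 most counted nuclear genes. Libraries of one group were compared pairwise by chi-square over features with at least 20 counts. The 20 pairs gave 4.08 to 18.3 per degree of freedom, so no pair looked like one library deposited in duplicate, and each library counted as 1 replicate. Wilson 95% intervals were computed for shares of counts in single libraries. They cover counting error only, since reads without molecular identifiers are not independent molecules.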

Results

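Gene expression was measured by RNA-seq in the cerebral cortex of 10 fetal rats, 5 from dams given oxytocin and 5 from dams given saline. Oxytocin is a peptide hormone that drives uterine contraction, and the exposure under study was abnormal contraction of the uterus brought about by it. The comparison therefore asked which cortical transcripts differed in the fetus 24 h after maternal oxytocin. Library depth ranged from 18723390 to 30404127 assigned counts in the oxytocin group and from 18555172 to 20776414 in the saline group. The difference in depth was within what label permutation gives (exact two-sided permutation test, p = 0.111). At least 1 count was found for 17600 ± 265 features in the oxytocin libraries and for 17475 ± 73.9 in the saline libraries (SD, n = 5 each).

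Expression profiles did not separate by treatment as a whole. Treatment accounted for 9.29% of the variance of log2 CPM over 14400 tested features, below the median of 10.4% over all splits of the libraries into equal groups (exact permutation test, one-sided for a larger share, p = 0.714, adjusted p = 0.714 over 5 tests). The first principal component of the nuclear genes held 28.2% of the variance, and its scores overlapped between the groups (exact two-sided permutation test, p = 0.857).

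At the level of single genes, 0 of 14400 features passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. An unadjusted p under 0.05 was obtained for 514 features, of which 278 were higher and 236 were lower after oxytocin, where 720 would be expected by chance. The alternative that moved this result most was DESeq2, under which 11 genes passed, all of them higher after oxytocin and 8 of them mitochondrial protein genes. DESeq2's independent filtering left 2193 of 20257 features in that adjustment, and without it 6 genes passed, all of them mitochondrial protein genes. The submitters' design text names mt-nd2 as the single gene past the same threshold, without stating the test.

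The feature with the smallest p was mt-nd2 (ENSRNOG00000031033, MT, 3904 to 4942, plus strand), the gene for subunit 2 of respiratory complex I, which the files list as a single interval without introns. Its level was 11.89 ± 0.086 log2 CPM in the oxytocin group and 11.53 ± 0.11 log2 CPM in the saline group (SD, n = 5 each). All 5 oxytocin libraries lay above the highest saline library. The log2 fold change was 0.36 ± 0.056 (SE), with an unadjusted p of 2.12e-05 and an adjusted p of 0.162 in edgeR's quasi-likelihood test. In deposited CPM, mt-nd2 stood at 3769 ± 231 after oxytocin and at 2987 ± 199 after saline (SD, n = 5 each). A permutation test of its log2 CPM gave the smallest p the design allows (exact two-sided permutation test, p = 0.0079, adjusted p = 0.0132 over 5 tests). The gene was taken from the submitters' result on these same data, so this p is no independent test, and 101 of the 14400 features had groups without overlap. Each library held at least 55714 counts of mt-nd2, so counting error was small beside the spread between fetuses. The adjusted p over all genes depended on the test, from 1.83e-06 with DESeq2 to 0.664 with edgeR's other quasi-likelihood mode, while the fold change stayed between 0.34 and 0.37 on the log2 scale across the 16 alternatives that used all libraries.

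**Figure D1:**
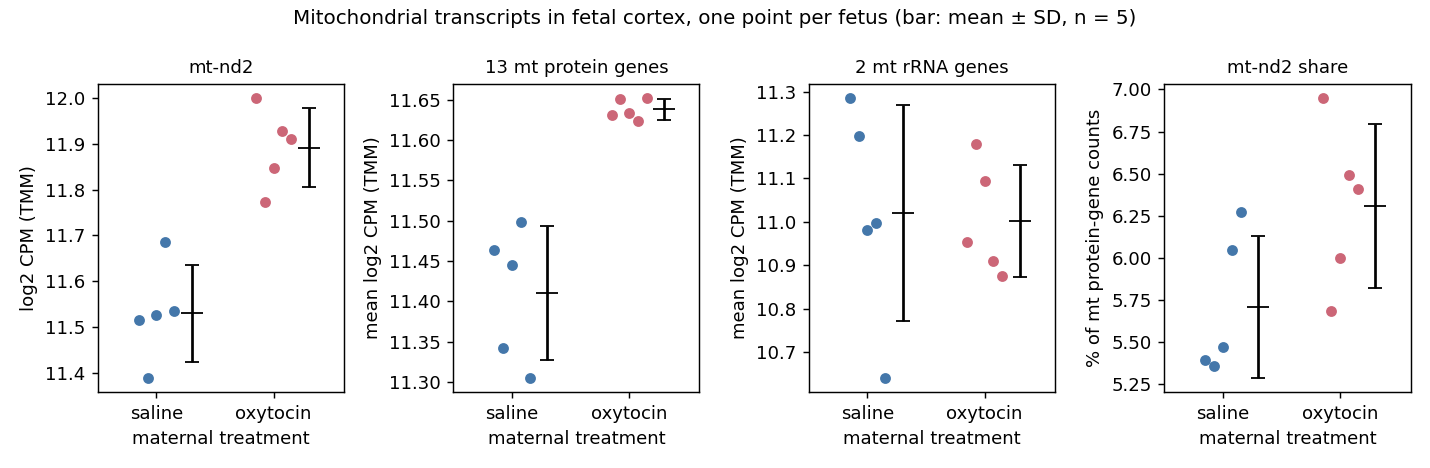
Values per fetus (points) and mean ± SD (bars, n = 5) for saline and oxytocin groups: log2 CPM of mt-nd2, mean log2 CPM of the 13 mitochondrial protein genes, mean log2 CPM of the 2 mitochondrial rRNA genes, and mt-nd2 as a percent of mitochondrial protein-gene counts. The groups are apart for mt-nd2 and for the 13 protein genes, and overlap for the rRNA genes and for the mt-nd2 share.

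The mitochondrial protein genes were examined as a planned set of 13 that includes mt-nd2, the gene the submitters name. All 13 were higher after oxytocin, with log2 fold changes from 0.17 (mt-co3, MT, 8599 to 9382) to 0.36 (mt-nd2). Next after mt-nd2 came mt-nd4 (ENSRNOG00000029707, MT, 10160 to 11537), with a log2 fold change of 0.27 ± 0.042 (SE) and an adjusted p of 0.162, and mt-nd1 (MT, 2740 to 3694), with 0.26 ± 0.049 (SE) and an adjusted p of 0.561 in edgeR's quasi-likelihood test. Adjusted over the list of 13 alone, 13 genes passed 0.05, with adjusted p from 0.000146 to 0.00936 in the same edgeR test; adjusted over all 14400 features, 0 of them passed. The groups did not overlap for 8 of the 13, against 0.794% of genes by chance and 0.701% among all tested features. The 13 genes vary together, since 43 of 100 splits of the libraries into equal groups moved all 13 the same way. The 8 genes are therefore not separate observations, and the rates for single genes do not give the chance of such a group. Neighbouring reading frames overlap in mt-atp8 and mt-atp6 and in mt-nd4l and mt-nd4, and mt-nd6 lies on the opposite strand. Counts of those genes are uncertain where the counting could not assign a read to one of them.

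Averaged over the 13 genes, the level was 11.64 ± 0.013 log2 CPM in the oxytocin group and 11.41 ± 0.083 in the saline group (SD, n = 5 each). The difference of 0.23 on the log2 scale exceeded the spread between fetuses, and the groups did not overlap (exact two-sided permutation test, p = 0.0079, adjusted p = 0.0132 over 5 tests). It was smallest, at 0.20, with scaling by library size alone. The set holds mt-nd2, which the submitters had named from these same libraries, so this p is not independent of that result. The mean level of the other 12 genes was not tested alone. Their median log2 fold change was 0.22. Nuclear features at least as abundant as the least abundant of the 13 were also higher after oxytocin, by 0.050 on the same scale (exact two-sided permutation test, p = 0.0079). The share of all assigned counts on mitochondrial genes was 6.44% ± 0.15 after oxytocin and 5.72% ± 0.33 after saline (SD, n = 5 each; exact two-sided permutation test, p = 0.0079, adjusted p = 0.0132 over 5 tests). In a single library the 95% Wilson interval of this share was at most 0.011 percentage points wide on either side. Most of the share came from the 13 protein genes, with 5.98% of all counts after oxytocin and 5.24% after saline. The tests of the share, of the 13 genes and of mt-nd2 thus overlap and are not separate evidence.

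**Figure D2:**
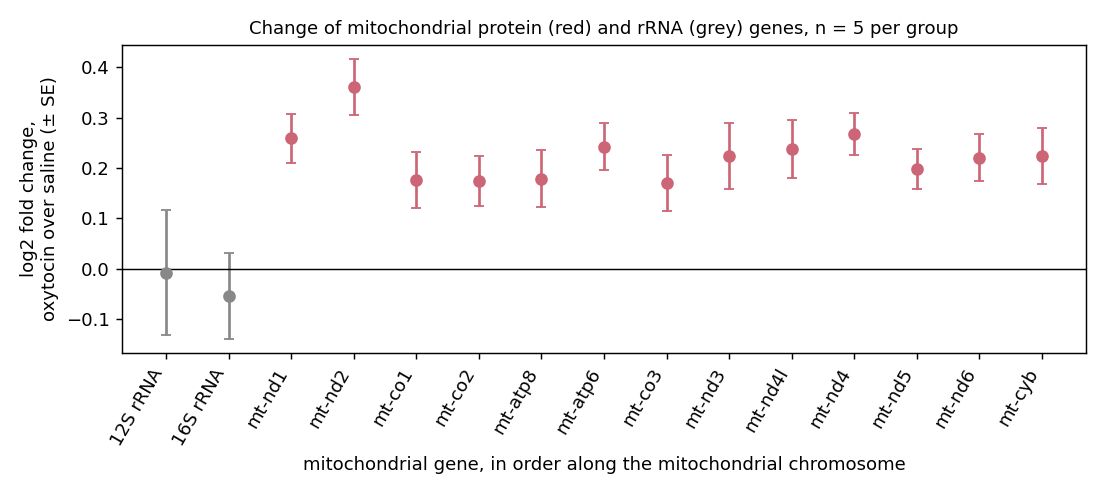
Log2 fold change of oxytocin over saline (y axis, point ± SE from edgeR, n = 5 per group) for the 2 rRNA genes (grey) and the 13 protein genes (red) in their order along the mitochondrial chromosome (x axis). The protein genes lie between 0.17 and 0.36, and the rRNA genes lie at -0.008 and -0.054.

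The 2 mitochondrial rRNA genes did not show this difference. The 12S rRNA gene (MT, 68 to 1025) had a log2 fold change of -0.008 ± 0.12 (SE) and the 16S rRNA gene (MT, 1094 to 2664) one of -0.054 ± 0.086 (SE). Their mean level was 11.00 ± 0.13 log2 CPM after oxytocin and 11.02 ± 0.25 log2 CPM after saline (SD, n = 5 each; exact two-sided permutation test, p = 0.905). The difference between protein genes and rRNA genes within each library was 0.25 larger after oxytocin on the log2 scale, and this did not pass 0.05 (exact two-sided permutation test, p = 0.0556). Oligo-dT selection is meant to leave rRNA out, yet the 16S rRNA gene stood at 11.68 log2 CPM after oxytocin and 11.73 after saline. That is within the range of the protein genes, and how this rRNA was captured was not tested. The rRNA levels spread more between fetuses than the protein-gene levels did.

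Whether mt-nd2 changed more than its neighbours was tested by its share of mitochondrial protein-gene counts, which does not depend on scaling between libraries. The share was 6.31% ± 0.49 after oxytocin and 5.71% ± 0.42 after saline (SD, n = 5 each), and single-library Wilson 95% intervals were at most 0.050 percentage points on either side. The groups overlapped, and the difference of 0.60 percentage points was not past the threshold (exact two-sided permutation test, p = 0.0714, adjusted p = 0.0893 over 5 tests).

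Among genes lower after oxytocin, the smallest p belonged to ENSRNOG00000034236 (chromosome 8, 78001661 to 78002683), with 2.38 ± 0.14 log2 CPM after oxytocin and 2.81 ± 0.14 after saline (SD, n = 5 each). Its log2 fold change was -0.43 ± 0.10 (SE), with an adjusted p of 0.9997 in edgeR's quasi-likelihood test, and it held only 91 to 153 counts per library. The next was ENSRNOG00000018691 (chromosome 5, 176732433 to 176743690), at 5.34 ± 0.042 and 5.52 ± 0.066 log2 CPM (SD, n = 5 each). Its log2 fold change was -0.18 ± 0.046 (SE), with an adjusted p of 0.9997 in the same edgeR test. The third was ENSRNOG00000011921 (chromosome 16, 60750785 to 60760965), at 5.64 ± 0.067 and 6.01 ± 0.26 log2 CPM (SD, n = 5 each). Its log2 fold change was -0.39 ± 0.10 (SE), with an adjusted p of 0.9997 in that test. The groups overlapped for ENSRNOG00000011921 but not for the other genes that fell.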

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

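The recomputed scaling factors described here were chosen as tests only after the outlying values had been seen. Among 44 checks for a library standing apart from the other 4 of its group, 2 exceeded Dixon's 95% critical value of 0.71, about what chance gives. Both concern the TMM scaling factor computed from nuclear genes alone. Saline replicate 2 had a factor of 1.017 where the other saline libraries had 1.002 to 1.003, and its gap was 0.908 of the group's range. Oxytocin replicate 5 had a factor of 0.985 where the others had 0.995 to 0.998, with a gap of 0.773 of the range. Technical explanations were weighed by recomputing the factors. For saline replicate 2 the gap was 0.752 of the range with all libraries thinned to the smallest total and 0.743 without the 100 most counted nuclear features. For oxytocin replicate 5 the gap was 0.683 and 0.669 under the same changes. Each change lowered the gap in both libraries. The thinned counts were a single random draw, and thinning keeps each gene's expected share of counts. Oxytocin replicate 5, with 18723390 counts, was itself close to the smallest total of 18555172. The lower gaps after thinning therefore cannot tell a part of depth from sampling noise. A few abundant genes may contribute in both libraries. Neither change alone brought saline replicate 2 below the critical value, while each did so for oxytocin replicate 5. A dissection difference was not tested, and no biological explanation was tested, since the labels give no difference between fetuses of a group. Leaving out saline replicate 2 or oxytocin replicate 5 left 0 genes past an adjusted p of 0.05, with 451 and 445 at an unadjusted p under 0.05.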

How the results depend on the processing

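Tests chosen only after the data were seen were plain limma voom, edgeR's exact and likelihood ratio tests, the other glmQLFit mode, DESeq2 without independent filtering, thinned counts and the denominator without the 10 most counted nuclear genes. The number of genes past an adjusted p of 0.05 was 0 in 11 of the 16 alternatives that used all libraries, where 490 to 728 genes had an unadjusted p under 0.05. It was also 0 in each of the 10 fits that left out one library, with 420 to 841 genes at that unadjusted p. The exceptions were DESeq2 with 11 genes, DESeq2 without independent filtering with 6 genes, 1 surrogate variable with 1 gene, and edgeR's exact test and likelihood ratio test with 2 genes each. The gene called with the surrogate variable was mt-nd2, those called by the exact and likelihood ratio tests were mt-nd2 and mt-nd4, and the 11 called by DESeq2 were 8 mitochondrial protein genes and 3 nuclear genes. Independent filtering had left 2193 of 20257 features in the DESeq2 adjustment, and the 6 called without it were all mitochondrial protein genes. On simulated 1.3-fold changes DESeq2 made 14.1% false calls, the likelihood ratio test 10.2% and the exact test 9.45%, against 5% with the surrogate variable and 3.88% for the main test. At a 2-fold change the surrogate variable gave 6.74% and the main test 6.08%. These rates come from a single simulated dataset per fold change, with 100 to 135 calls per listed test at 1.3-fold. The simulated genes vary independently of each other, so for every test the rate on the real counts may differ. The simulated counts hold no hidden factor, so they do not test the surrogate-variable fit on the real counts. The cause of the other differences between tests on the real counts was not tested.

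For mt-nd2 the log2 fold change kept its direction under all of these settings. It passed the threshold under DESeq2 with and without independent filtering (0.362 in each, adjusted p 1.83e-06 and 1.69e-05), with 1 surrogate variable (0.371, adjusted p 0.0123), and in the exact and likelihood ratio tests (0.361 in each, adjusted p 0.000498 and 0.000495). Its adjusted p ranged from 1.83e-06 to 0.664 over the 16 alternatives and from 0.0624 to 0.717 over the fits that left out one library, where the fold change ran from 0.33 to 0.40. The difference in its share of counts was 0.629 percentage points with all mitochondrial genes as the denominator, not past 0.05 (exact permutation p = 0.0714). With all counts as the denominator it passed 0.05 (0.0782 percentage points, exact permutation p = 0.0079). That share is the CPM of mt-nd2 on another scale, so it does not set mt-nd2 against its neighbours. For its share of mitochondrial protein-gene counts, leaving out one library gave differences from 0.440 to 0.757 percentage points, past 0.05 in 2 of 10 cases.

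The difference over the 13 protein genes ranged from 0.201 to 0.228 over 8 alternatives and from 0.201 to 0.249 without each library, with permutation p of 0.0079 in each exact test and 0.00188 in limma's camera. All 13 were higher and passed 0.05 over their own list under every fit run. The mitochondrial share of counts and the variance explained by treatment stayed on the same side of 0.05 under all their alternatives. The filters removed none of the 13 genes and thinning keeps each gene's share of counts, so neither could test their stability. The groups did not overlap for the 13-gene mean or the mitochondrial share, and leaving out a library does not by itself create overlap. Their leave-one-out p of 0.0079 was the smallest possible and could not test stability either. The difference in mitochondrial share did vary in size, from 0.580 to 0.785 percentage points without each library.

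Scaling by library size alone changed the balance at an unadjusted p under 0.05, from 54.1% higher with TMM to 25.3% higher, or 167 higher and 492 lower, and moved the median log2 change of all genes to -0.029. The other 3 scalings gave up to 59.1% higher. For the other named genes, mt-nd4 passed the threshold under 4 of the alternatives and mt-nd1 under 2. No named gene reversed its direction in the fits that gave it an adjusted p, which for the genes that fell leaves out DESeq2 with independent filtering. Depth limits ENSRNOG00000034236, whose fall rests on 91 to 153 counts per library. A count of genes at an unadjusted p under 0.05 rose to 863 with the surrogate variable. Not run for want of gene names were the 3 nuclear gene sets, the sex-marker covariate and a denominator of protein-coding genes. Replicate numbers follow accession order only, and no pairing of fetuses was analysed.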

Other observations

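Of the tests below, those on rRNA genes, on abundant nuclear genes, on complex IV genes, on features at separate levels, and on the log2 ratio of mt-nd2 to the other 12 were chosen only after the fold changes had been seen.

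The joint rise of the 13 mitochondrial protein genes was set against other splits of the libraries. With 100 splits into equal groups, the real one included, only 1 split, the real one, gave all 13 an adjusted p under 0.05 over their own list. A shared direction alone carried little weight, since 43 of the 100 splits moved all 13 the same way. By contrast, 51 of the 100 splits gave at least as many genes at an unadjusted p under 0.05 as the real 514. All 100 splits gave at least as many genes past an adjusted p of 0.05 as the real count of 0, which cannot come out otherwise, and 7 of them gave at least 1 such gene.

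Technical explanations for this rise were weighed in turn. The smallest difference over 3 other scalings was 0.201 on the log2 scale, against 0.227 with TMM, so the choice of scaling did not account for it. With every library thinned to the smallest total the difference was 0.226, but thinning keeps each gene's share of counts and could not have moved it. The libraries themselves speak against depth. Oxytocin replicates 4 and 5, with 19651678 and 18723390 counts, had means of 11.62 and 11.65 log2 CPM over the 13 genes, while saline replicates 1 and 4, with 19689446 and 18700052 counts, had 11.46 and 11.50. Without oxytocin replicate 1, the deepest library, the difference was 0.226. With the first principal component of nuclear genes as covariate it was 0.232 (exact permutation test, p = 0.0079, the smallest the design gives). That component did not differ between the groups (exact two-sided permutation test, p = 0.857), so the adjustment could not have removed the difference. Tissue composition was not tested. The median change of the 13 lay at percentile 100 of 10000 nuclear lists matched as closely as possible on length and abundance, whose medians ran from -0.024 to 0.10. That matching was incomplete, since the matched features had a median of 8.81 log2 CPM and the 13 genes one of 11.91.

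A less obvious pattern may bear on this. Abundant nuclear transcripts were also higher after oxytocin: of 138 nuclear features at least as abundant as the least abundant of the 13, 112 had a positive log2 change, with a median of 0.045. The 100 most counted nuclear features took 15.9% ± 0.15 of nuclear counts in the oxytocin libraries and 15.4% ± 0.16 in the saline libraries (SD, n = 5 each), without overlap (exact two-sided permutation test, p = 0.0079). TMM factors did not overlap between the groups either, at 0.991 ± 0.0051 and 1.009 ± 0.0092 (SD, n = 5 each). A small difference in how strongly libraries concentrate on abundant transcripts is a candidate explanation for part of the mitochondrial rise. Set against those 138 features within each library, the 13 genes still rose by 0.177 (exact two-sided permutation test, p = 0.0079) against 0.227 without that reference, a reduction too large to rule the explanation out. The rise therefore cannot be fully told apart from such a shift. RNA handling or amplification could produce one, and so could a biological change in abundant transcripts; these data do not tell them apart.

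The 13 protein genes rose by 0.246 more than the 2 rRNA genes (exact two-sided permutation test, p = 0.0556; larger than the saline median in 5 of 5 oxytocin libraries). A rise of all mitochondrial RNA, masked by the larger spread of the rRNA levels between fetuses, is thus not excluded. Reads shared with nuclear copies of mitochondrial DNA, base composition, and mitochondrial sequence differences between dams were not tested, since no genome sequence or reads were used here. A treatment effect on mitochondrial messenger RNA remains a hypothesis among these.

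Within the set, each of the 7 complex I genes had a larger fold change than each of the 3 complex IV genes. Per library, the contrast of complex I minus complex IV genes was 0.078 higher after oxytocin (exact two-sided permutation test, p = 0.214), so this ordering was not larger than the spread between fetuses. The abundant genes mt-atp6 and mt-cyb rose by 0.0586 more than the complex IV genes (exact two-sided permutation test, p = 0.0794). This contrast did not pass 0.05, so it cannot tell whether transcript abundance is the reason. The genes mt-nd1 and mt-co2, at 11.78 and 11.86 log2 CPM in the saline group, had log2 fold changes of 0.26 and 0.17. A single pair of genes does not decide this either. The log2 ratio of mt-nd2 to the mean of the other 12 was 0.15 higher after oxytocin (exact two-sided permutation test, p = 0.0476, higher than the saline median in 5 of 5), while its share of counts gave p = 0.0714. Whether mt-nd2 stands out from the other mitochondrial genes thus depended on how its level was set against them.

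Separately from treatment, 9 of the 14400 features divided the fetuses into a lower and a higher level, with a gap of at least 2 on the log2 scale and the lowest library under 0 log2 CPM. One on chromosome 7 (59772308 to 59773033) had 0 counts in oxytocin replicates 2, 4 and 5 and in saline replicate 4, and 46 to 99 counts in the other 6 libraries. One on chromosome X (20149054 to 20153461) had 1 to 3 counts in oxytocin replicate 1 and saline replicates 1, 2 and 3, and 28 to 38 counts in the other 6. Both were chosen after their values were seen. Inherited differences between dams of an outbred stock could give local haplotypes shared by neighbouring features, but 0 pairs of the 9 features lay within 1 Mb of each other, so this was not testable.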
